A study of Mus musculus with 12 samples. Its data were reported in "Herbal terpenoids activate autophagy and mitophagy through modulation of bioenergetics and protect from metabolic stress, sarcopenia and epigenetic aging" (2025).

How the data were processed

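Primary mouse adult fibroblasts, cells grown out of adult mouse tissue and kept in culture, were treated for 24 h with 100 µM thymol, a phenolic monoterpene, or with the solvent DMSO. Each group held 6 libraries, numbered 1 to 6 in the labels. Transcripts were measured by QuantSeq 3′ mRNA sequencing, which reads the 3′ end of polyadenylated RNA, so that a gene gives about 1 read per transcript whatever its length.

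The authors aligned the reads to the mouse genome build GRCm38 with STAR, counted reads per gene with HTSeq-count, removed genes with few reads and genes without annotation, and scaled the libraries by the trimmed mean of M-values. The authors tested their counts with a quasi-likelihood model in edgeR. The deposited table held log2 values: log2 CPM (counts scaled to a common library size) on the scaled library totals, with a prior count added before the logarithm. It listed 10697 genes by symbol in 12 columns, each of which named 1 library of the labels. Gene identifiers other than symbols were not used here.

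The table did not state the sequencing depth, but the low values recorded it. Once the logarithm was undone, the values of a library rose in equal steps from a common lowest value, and all of the values under 200 reads (100%) lay within 0.02 of a whole number of steps. The whole reads recovered in this way summed to between 5435985 and 9049796 per library over the retained genes, with a mean of 6798339. The prior count corresponded to 1.96 reads in a library of average size. The authors' minimum of reads per gene was tested on the recovered reads, and 98.0% of the genes met it. The lowest sixth-highest read count of a gene was 9. A prior of this size pulls the fold changes of genes with few reads towards 0. QuantSeq reads are PCR products and not independent molecules, so read totals speak of counting error only.

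The test fixed for log2 values was used: limma 3.58.1 in R 4.3.3, with lmFit, eBayes with a mean-variance trend, 2 groups and no covariate. All 12 libraries entered the fit. The p-values were two-sided and adjusted by the Benjamini-Hochberg method over all 10697 genes, with a threshold of 0.05. Every adjusted p-value of a single gene below comes from limma. The deposited values are log2 and not counts, so no negative binomial model was fitted, and limma's voom was run on the recovered reads as an alternative only. Fold changes are differences of mean log2 values, thymol minus DMSO.

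Gene sets were tested with camera, a competitive test of whether the genes of a set rank higher or lower than the other genes, with the preset inter-gene correlation of 0.01 and a variance trend. The hallmark collection that the study tested was not used here. In its place, 18 panels were written by hand from general knowledge of each process, after the paper and the top rows of its supplementary gene table had been read. The lists of cell type markers were written at the same time and with the same knowledge. Panels needed at least 5 genes in the table, and their p-values were adjusted over the 18 panels. The mean of each panel per library was compared between groups by an exact two-sided permutation test over all 924 relabellings, whose smallest possible p-value is 0.0022. The self-contained test fry, which asks whether the genes of a set change at all, was run on the same panels in its directional and mixed forms. Mouse Reactome sets packaged with fgsea 1.28.0 were tested with camera where 10 to 300 of their genes were in the table, which left 775 sets. For this, 99.0% of the symbols were matched to Entrez identifiers through the RefSeq gene table of GRCm38.p6, and 105 symbols were unmatched or shared an identifier with another symbol.

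The named genes are the 5 largest rises and the 5 largest falls among genes past the threshold whose 6 thymol values all lay on one side of the 6 DMSO values, and up to 3 members with the smallest p-values and an adjusted p-value under 0.05 from each panel past the camera threshold and from the autophagy, mitophagy and ER unfolded protein response panels. This gave 29 distinct genes, of which 1 is not reported here. A gene named outside the rule is said to have been chosen after its values were seen. A cell type was named as a candidate source of transcripts only where at least as many of its listed markers were in the table as were missing from it, with a median above the median of all genes. Coordinates are those of GENCODE vM21 on GRCm38, the build the authors used. Reads that could have come from a near-identical gene were handled by the authors' counting and were not examined here.

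The procedures were tested on simulated data. Reads were drawn for the 10697 genes from the measured means, spreads and library sizes, with 200 genes changed by a log2 fold change of 0.5 or 1 in either direction. The limma fit recovered 149 of the 200 changed genes and called 8 unchanged genes. With no change simulated it called 0 genes, and camera called 0 of 775 Reactome sets. Camera recovered all 3 of the panels that were shifted and called 0 others. Every gene of those panels was raised by the same amount, which was larger than most of the panel differences reported below. The simulation therefore does not show whether camera finds smaller or mixed changes. The simulation drew genes independently of each other, so it says nothing about sets whose genes vary together.

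The tests, the rule for naming genes and the following alternatives were chosen before the data were examined. The panels and marker lists were also written before then, but not blind to the results, since the supplementary gene table read beforehand came from these libraries. The alternatives covered the scaling between libraries, a filter on low values, the pseudocount, the variance model, library weights, the replicate number as a block, leaving out each library, the threshold, a minimum change, a rank test, and, for gene sets, the inter-gene correlation, the test and genes shared between sets. Voom on the recovered reads and 3 fits that use the odd or even library number were added after the data had been seen. Within each group, every pair of libraries differed by more than sampling noise, with a chi-square per degree of freedom between 4.18 and 12.1 over genes with a mean of at least 20 recovered reads, so no library was counted as a copy of another. Library preparation can also add such noise. Whether the libraries of a group came from separate cultures or animals was not established. The SDs and p-values therefore describe the spread between libraries.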

Results

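The data comprised 12 QuantSeq libraries of primary mouse adult fibroblasts, 6 treated with 100 µM thymol for 24 h and 6 treated with DMSO. The recovered reads numbered 6530067 ± 1300705 per thymol library and 7066612 ± 663203 per DMSO library (SD, n = 6 each). The difference in depth was within the spread between libraries (exact two-sided permutation test, p = 0.396). The first principal component of genes with a mean above 5 (log2 CPM) held 19.1% of the variance and the second held 15.8%.

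The first comparison asked which transcripts differed after thymol. In total, 238 of 10697 genes (2.22%) passed an adjusted p-value of 0.05 in limma. Of these, 70 were higher and 168 were lower with thymol. The 6 thymol values lay entirely on one side of the 6 DMSO values for 128 of the 238 genes, and for 180 genes in the whole table, where chance separates 0.216% of genes. Most changes were small. The median absolute log2 fold change of the 238 genes was 0.38, and 11 of them changed by at least 1. The median log2 fold change over all genes was 0.0026. The count depended most on the variance model and the test: 57 genes passed without the mean-variance trend, and 0 passed an exact rank-sum test per gene, where 1016 had an unadjusted p-value under 0.05. With 6 against 6 libraries the smallest p-value that rank test can give is 0.00216, and the 180 genes that reached it were too few for it to pass the adjustment. The labels give no batch. The library names place all thymol libraries before all DMSO libraries, so an effect of that order cannot be told apart from thymol. In fits chosen after the data had been seen, because odd- and even-numbered DMSO libraries differed, the odd-numbered libraries alone gave 70 genes differing between thymol and DMSO, the even-numbered ones 167, and all 12 libraries with the odd or even number as a term 277.

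The largest separated rise was that of *Lpl* (chromosome 8, 68880491 to 68907448, plus strand), which encodes lipoprotein lipase. Its level was 9.63 ± 0.11 log2 CPM with thymol and 8.35 ± 0.14 with DMSO (SD, n = 6 each), a log2 fold change of 1.28 ± 0.057 (SE, limma adjusted p = 4.2e-24). *Atp6v0d2* (chromosome 4, 19876841 to 19922605, minus strand), a subunit of the vacuolar proton pump, rose from 5.76 ± 0.19 to 6.58 ± 0.22 log2 CPM (SD, n = 6 each, limma adjusted p = 1.4e-08). *Clec7a* and *Cd180*, which encode receptors of the innate immune system, rose by a log2 fold change of 0.57 and 0.52, with adjusted p-values of 1.1e-05 and 2.6e-05. Without the mean-variance trend *Clec7a* no longer passed (limma adjusted p = 0.087). *Plk4* (chromosome 3, 40800019 to 40816883) rose by 0.69 with a limma adjusted p-value of 0.041. It no longer passed the threshold in 8 of the 12 fits that each left out 1 library, in which its log2 fold change ranged from 0.63 without DMSO replicate 6 to 0.75 without thymol replicate 4.

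The largest separated fall was that of the chemokine gene *Cxcl2* (chromosome 5, 90903871 to 90905938, plus strand). Its level was 4.26 ± 0.32 log2 CPM with DMSO and 2.29 ± 0.44 with thymol (SD, n = 6 each), a log2 fold change of -1.96 ± 0.22 (SE, limma adjusted p = 8.4e-09). This rested on a mean of 136 recovered reads per DMSO library and 31.2 per thymol library. *Trem1* (chromosome 17, 48232768 to 48246924) had a log2 fold change of -1.81, *Arg1* (chromosome 10, 24915221 to 24927484) of -1.40, *Fmod* (chromosome 1, 134037254 to 134048277) of -1.30 and *Clec4e* (chromosome 6, 123281789 to 123289870) of -1.25. Their limma adjusted p-values were 1.6e-06, 2.6e-05, 0.00087 and 3.5e-05. These genes rested on few reads: *Trem1* averaged 38.3 recovered reads in the thymol libraries, with 9 in the lowest library, and *Clec4e* averaged 44.8. The size of the fold changes of genes with few reads depended on the pseudocount. With 10 added before the logarithm, *Cxcl2* changed by -0.96, *Trem1* by -0.87, *Arg1* by -0.69, *Clec4e* by -0.65, *Fmod* by -0.53 and, among the rises, *Plk4* by 0.36.

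**Figure D1:**
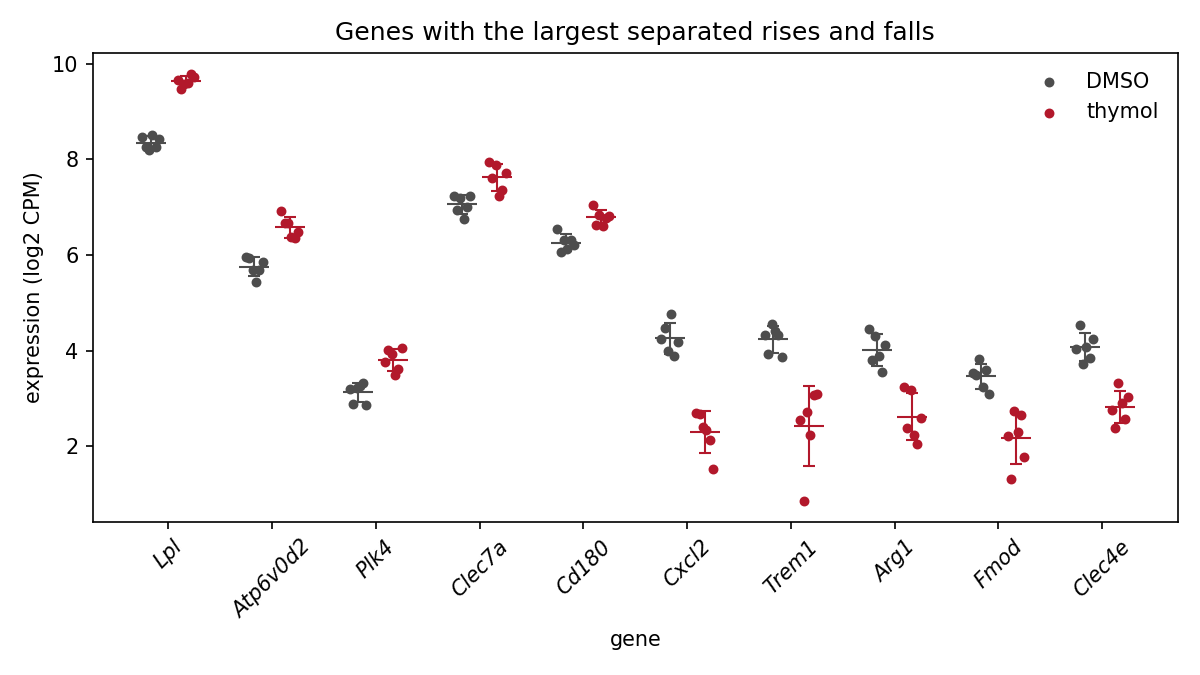
Expression (log2 CPM, vertical axis) of the 5 genes with the largest rises and the 5 with the largest falls whose thymol and DMSO values do not overlap. Points are the 6 libraries of each group, horizontal marks are group means and bars are 1 SD.

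The purpose of the sequencing was to look for a response of energy-related genes to thymol, and the gene sets the study went on to name included inflammatory ones and the unfolded protein response. The panels covered these processes and others. Of the 18 panels, 11 passed an adjusted p-value of 0.05 with camera, 5 towards higher and 6 towards lower expression. Of these 11, 8 also passed the exact permutation test of the panel means after adjustment over the panels. With the inter-gene correlation estimated from the data, 7 panels passed, which was the alternative that moved this count most: the ATF4, lysosome, mitochondrially encoded and glycolysis panels no longer did. With fry, 9 panels passed, and the mitochondrially encoded and glycolysis panels did not. For the means of the sterol, fatty acid and NF-κB panels, 6 of 6 thymol libraries lay below every DMSO library, and for the replication and mitosis panels 6 of 6 lay above. For the matrix and glycolysis panels 5 of 6 lay below every DMSO library, and for the IL-6 panel 3 of 6. For the ATF4, lysosome and mitochondrially encoded panels 3 of 6 lay above.

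Inflammatory genes were lower with thymol. The mean of the 36 measured NF-κB-responsive genes was 5.22 ± 0.046 log2 CPM with thymol and 5.46 ± 0.085 with DMSO (SD, n = 6 each), a difference of -0.24 (camera adjusted p = 6.4e-08). Of its members, 26 were lower and 10 higher. Past the threshold over all genes were 8 members, 7 lower and 1 higher, and 16 were past it when adjusted over the list alone. Besides *Cxcl2*, the members with the smallest p-values were *Cebpd* (log2 fold change -0.38, adjusted p = 0.0015) and *Il6* (-0.77, adjusted p = 0.0033, and -0.46 with a pseudocount of 10). The mean of the 42 measured IL-6, JAK and STAT3 signaling genes was lower by a difference of -0.084 (camera adjusted p = 0.013). Of these, 2 members were past the threshold over all genes and 5 when adjusted over the list alone. The 2 were *Cd14* (chromosome 18, 36725067 to 36726798), with a log2 fold change of -0.78 ± 0.080 (SE, limma adjusted p = 7.3e-10), and *Il6*. The IL-6 panel no longer passed in the even-numbered libraries alone, where its difference was -0.041, and it passed in the odd-numbered ones, where the difference was -0.13. The difference between these was not tested.

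Transcripts of the hand-written autophagy panel did not change detectably. The panel differs from the Gene Ontology terms that the study tested, and transcript levels do not measure autophagy itself. The mean of the 47 measured autophagy genes was 5.62 ± 0.038 log2 CPM with thymol and 5.60 ± 0.036 with DMSO (SD, n = 6 each), a difference of 0.019 (camera adjusted p = 0.53), within the spread between libraries. Over all genes 0 members passed the threshold, 0 passed when adjusted over the list alone, and 0 had an unadjusted p-value under 0.05. The 29 measured mitophagy genes differed by 0.00036 (camera adjusted p = 0.895) and by -0.010 when each library was centred on its median, with 0 genes past the threshold and 3 at an unadjusted p-value under 0.05. In the self-contained test fry, the adjusted directional p-value was 0.42 for the autophagy panel and 0.899 for the mitophagy panel, and the mixed values were 0.795 and 0.166. The lysosome panel of 63 genes was higher by 0.044 (camera adjusted p = 0.0023, permutation adjusted p = 0.052), with 6 members higher and 1 lower past the threshold over all genes and 10 past it when adjusted over the list alone. The difference of the lysosome panel was 0.066 in the odd-numbered libraries and 0.023 in the even-numbered ones. *Ctsd* rose by a log2 fold change of 0.31 (adjusted p = 6.9e-06) and *Psap* by 0.34 (adjusted p = 2.7e-05).

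Genes of the unfolded protein response of the endoplasmic reticulum gave different answers by list. The mean of the 38 measured genes of the hand-written panel differed by 0.011 (camera adjusted p = 0.946) and by -2.7e-05 when each library was centred on its median, with 19 members higher and 19 lower. In the mixed fry test, which ignores direction, this panel passed (adjusted p = 0.0010). Its only member past the threshold over all genes was *Serp1* (log2 fold change 0.24, adjusted p = 0.017), and 2 were past it when adjusted over the list alone. *Serp1* no longer passed without thymol replicate 2 (0.23), thymol replicate 6 (0.22) or DMSO replicate 5 (0.21). The Reactome unfolded protein response set, chosen for mention after its value was seen, held 14 measured genes, of which 6 were also in the panel. It was higher by 0.14 (camera adjusted p = 0.0041, fry adjusted p = 0.0034), and 12 of the 14 genes were higher. The ATF4 integrated stress response panel of 35 genes was higher by 0.090 (camera adjusted p = 0.0023), with *Atf3* as its only member past the threshold over all genes (log2 fold change 0.42, adjusted p = 0.039) and 4 members past it when adjusted over the list alone. The difference of the ATF4 panel was 0.13 in the odd-numbered libraries and 0.050 in the even-numbered ones. *Atf3* no longer passed in 9 of the 12 fits that each left out 1 library, in which its log2 fold change ranged from 0.38 without DMSO replicate 1 to 0.47 without DMSO replicate 6.

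Mitochondrial genes changed little. The 75 measured nuclear subunits of oxidative phosphorylation differed by 0.024 (camera adjusted p = 0.36), and the 15 genes of the mitochondrial unfolded protein response by 0.015 (camera adjusted p = 0.57). The 7 measured mitochondrially encoded subunits were higher by 0.11 in camera (adjusted p = 0.016), but not by the exact permutation test of the panel mean (adjusted p = 0.12) or by fry (adjusted p = 0.26). The permutation test took no account of the odd or even library number. Their difference was 0.059 in the odd-numbered libraries and 0.17 in the even-numbered ones, a gap that was not tested. With quantile normalization their difference was 0.069 and the panel no longer passed. Of the 7, 0 passed the threshold over all genes, 3 when adjusted over the list alone, and 3 had an unadjusted p-value under 0.05. Without thymol replicate 1 (0.092), thymol replicate 3 (0.098) or DMSO replicate 6 (0.075) the panel no longer passed.

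The other panels past the threshold belonged to lipid synthesis, matrix, proliferation and glycolysis. The mean of the 25 sterol biosynthesis and SREBP2 target genes was 5.31 ± 0.050 log2 CPM with thymol and 5.70 ± 0.055 with DMSO (SD, n = 6 each), a difference of -0.38 (camera adjusted p = 8.9e-29). Of these, 24 were lower, 13 passed the threshold over all genes and 18 when adjusted over the list alone. *Hmgcs1* had a log2 fold change of -0.48 ± 0.065 (SE, limma adjusted p = 8.6e-07) and *Hsd17b7* of -0.45 (adjusted p = 2.9e-05). All 14 fatty acid synthesis genes were lower, by a mean difference of -0.27 (camera adjusted p = 3.6e-12), with 4 past the threshold over all genes and 6 when adjusted over the list alone, among them *Scd2* (-0.64), *Fads2* (-0.60) and *Fads1* (-0.34). The 46 extracellular matrix and myofibroblast genes were lower by a mean difference of -0.12 (camera adjusted p = 2.8e-12), with 6 past the threshold over all genes and 22 when adjusted over the list alone. *Col3a1* (chromosome 1, 45311538 to 45349706) had a log2 fold change of -0.54 ± 0.055 (SE, limma adjusted p = 4.4e-10), *Tgfbi* of -0.56 and *Col1a1* of -0.28. The 53 genes of DNA replication were higher by 0.19 (camera adjusted p = 1.9e-08) and the 40 genes of mitosis by 0.17 (camera adjusted p = 1.8e-05). Few single members passed: *Pcna* (0.49) and *Asf1b* (0.56) of the first panel and 0 of the second, where 8 had an unadjusted p-value under 0.05. When adjusted over the list alone, 2 passed in each of these panels. *Asf1b* no longer passed in 8 of the 12 fits that each left out 1 library, in which it ranged from 0.47 without DMSO replicate 2 to 0.62 without thymol replicate 4. *Pcna* no longer passed without thymol replicate 3 (0.47), DMSO replicate 1 (0.44) or DMSO replicate 2 (0.43). The glycolysis and hypoxia panel was lower by a mean difference of -0.054 (camera adjusted p = 0.035, permutation adjusted p = 0.105), with *Slc16a3* (-0.39) as its only member past the threshold over all genes and 1 when adjusted over the list alone. It no longer passed in 5 of the 12 fits that each left out 1 library, in which it ranged from -0.072 without thymol replicate 1 to -0.043 without DMSO replicate 1. The NRF2 panel differed by 0.012 and the interferon panel by -0.051, and neither passed (camera adjusted p = 0.42 each). With a library left out, the NRF2 panel ranged from -0.015 without thymol replicate 3 to 0.036 without thymol replicate 4, and the interferon panel from -0.093 without thymol replicate 1 to -0.016 without thymol replicate 4.

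**Figure D2:**
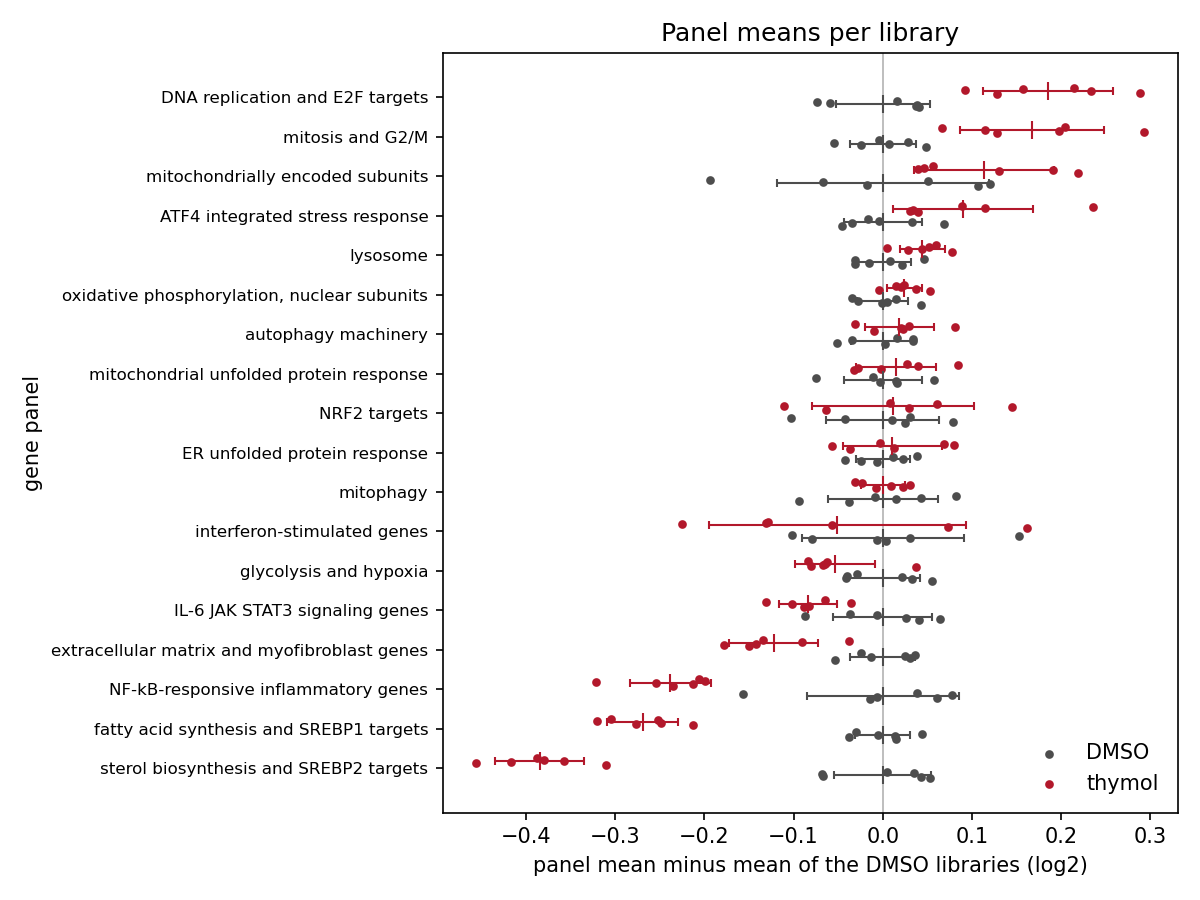
Mean expression of each gene panel per library, relative to the mean of the 6 DMSO libraries (log2, horizontal axis). Points are libraries, vertical marks are group means, bars are 1 SD, and the sterol panel differs by -0.38 and the autophagy machinery by 0.019.

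Among the 775 Reactome sets, 105 passed an adjusted p-value of 0.05 with camera, 66 towards higher and 39 towards lower expression. Of the 105, 92 also passed with fry. Only 4 sets passed when the inter-gene correlation was estimated from the data, so the count rests on the preset correlation. The set with the smallest p-value was cholesterol biosynthesis, with 21 genes lower by a mean difference of -0.32 (camera adjusted p = 1.6e-17).

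Marker genes of 8 cell types were counted to describe the cultures. Of 22 fibroblast markers 20 were in the table, with a median of 8.13 log2 CPM, and of 30 macrophage markers 29 were in the table, with a median of 7.90. The mean of the macrophage markers was 8.05 ± 0.051 log2 CPM with thymol and 8.06 ± 0.030 with DMSO (SD, n = 6 each, exact two-sided permutation p = 0.584). The mean of the fibroblast markers, 16 of which were also in the matrix panel, was 8.22 ± 0.048 with thymol and 8.35 ± 0.039 with DMSO (SD, n = 6 each, exact two-sided permutation p = 0.00216, the smallest possible). Past the threshold over all genes were 3 fibroblast markers, all lower, and 7 macrophage markers, 4 higher and 3 lower.

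**Figure D3:**
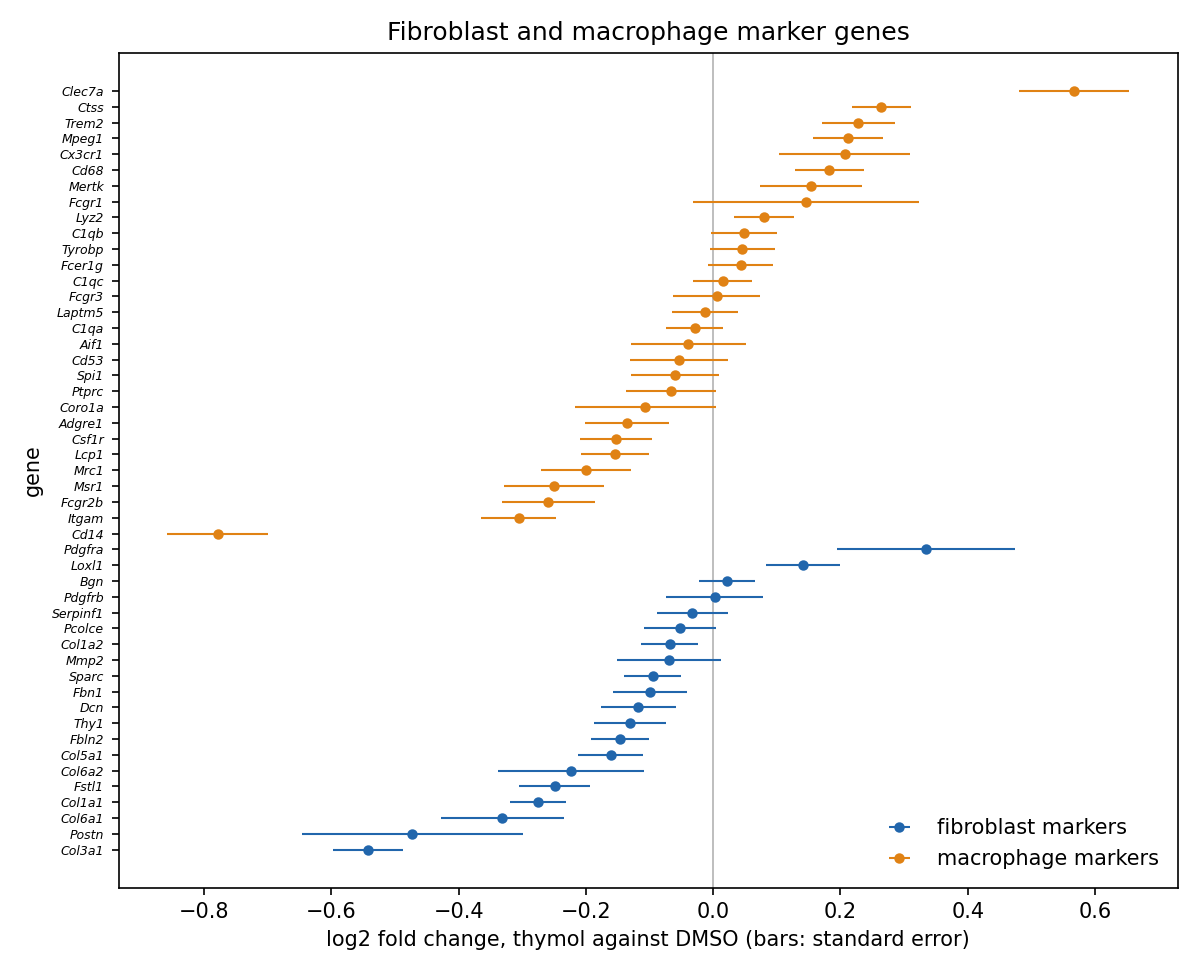
Log2 fold change of each measured fibroblast and macrophage marker gene, thymol against DMSO (horizontal axis), with the standard error of the limma fit as bars. The macrophage markers include 4 genes past the threshold that were higher and 3 that were lower.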

Values the study reported

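The study kept genes with at least 30 reads in at least 6 samples, which left 10,697 features, and reported 273 differentially expressed genes in thymol-treated fibroblasts. A further test was limited to 24 Gene Ontology terms picked by the authors. The study described lower inflammatory gene sets, a higher unfolded protein response set, higher macroautophagy and autophagy terms and lower starvation response terms.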

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

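The tests of chance and of the depth of thymol replicate 1 were chosen after the result was seen, and those of thinning and of exchanged labels before. In each group of 6 libraries, the gap between the most extreme library and its nearest neighbour was compared with the range of the group by Dixon's criterion at its 95% critical value. Of 102 such groups, over read totals, shares, panel means, marker means and named genes, 4 held a library past that value. Chance alone gives about 1 group in 20, which here is 5.1, so 4 such groups are no more than chance gives.

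Thymol replicate 5 had 9049796 recovered reads, against 6585162 in the next deepest thymol library. Depth as a cause of the treatment result was tested by thinning every library to the lowest total, after which 236 genes passed. No biological explanation was tested for a difference in depth.

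In the other 3 groups, the library apart was thymol replicate 1. Its 10 most abundant genes took 12.01% of its reads, against 11.2% in the next thymol library. Its mean over the glycolysis and hypoxia panel was 5.95 log2 CPM, against 5.85 for the next thymol library, and its level of *Pcna* was 4.93 against 5.15. Its own depth, 6585162 recovered reads, lay inside the range of the other thymol libraries, which argues against depth as the source. In a test for exchanged labels, each library was left out and placed by the 50 genes with the smallest p-values in the other 11, and 12 of 12 lay nearer their own group. Without this library, 270 genes passed in place of 238, and the glycolysis panel differed by -0.072 in place of -0.054. A small difference in how this culture or library was handled stays open, as do chance and a weaker response of this culture.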

How the results depend on the processing

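Voom on the recovered reads and the fits by odd or even library number were tests chosen after the data had been seen. The choice of variance model and test moved the gene counts most. Against 238 genes differing between thymol and DMSO (70 higher, 168 lower), 57 passed without the mean-variance trend (12 higher, 45 lower). The spread between libraries depended strongly on level: the median residual SD was 0.40 in the lowest of 4 equal bins of mean expression and 0.11 in the highest, so that a single common variance was a poor description. The trend fit carried 40.6 prior degrees of freedom beside 10 residual ones, and the fit without it carried 2.79. Of the 57 genes, 51 were among the 238. An adjusted p-value under 0.01 left 134 genes (36 higher, 98 lower), and a log2 fold change of at least 0.5 left 72 (13 higher, 59 lower), both by construction. The exact rank-sum test passed 0 genes in total, 0 higher and 0 lower, with 1016 at an unadjusted p-value under 0.05, since the smallest p-value it can give is 0.00216.

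The other settings fixed in advance kept the counts of genes differing between thymol and DMSO within 1.5 times. Centring each library on its median gave 263 genes, quantile normalization 239 (223 shared with the 238), the filter on low values 242, a pseudocount of 1 248, a pseudocount of 10 262, the robust trend 253 and library weights 294. Leaving out each library in turn gave from 172 to 270 genes, with 47 to 88 higher and 123 to 197 lower. The panels past the threshold ranged from 9 to 11 and the Reactome sets from 83 to 116 in those 12 fits. The negative binomial models planned for counts were not run on the log2 values, and camera offers no robust form, so that alternative gave no value for panels and sets.

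The libraries share replicate numbers across groups. With the replicate number as a block, 332 genes passed (104 higher, 228 lower), including all 238 (genes differing between thymol and DMSO). The panels past the threshold stayed at 11, and 112 Reactome sets past the threshold were found. Same-numbered libraries deviated together with a correlation of 0.27 for number 1 and 0.11 for number 4, but of 0.016, 0.054, -0.051 and 0.015 for numbers 2, 3, 5 and 6, so that the numbers did not pair the cultures.

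Gene set counts depended on how the correlation between genes was treated. With the correlation estimated, 7 panels and 4 Reactome sets passed. With fry, 171 Reactome sets passed, and with genes found in only 1 set, 1 Reactome set passed, since few sets kept 10 such genes. Under estimated correlation and under fry, the sterol, fatty acid, matrix, replication, mitosis, NF-κB and IL-6 panels passed as well.

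Of the panels for processes that the study described, the NF-κB panel kept its direction and its side of the threshold under every alternative, from -0.31 to -0.14, and from -0.27 to -0.22 with a library left out. The IL-6 panel ranged from -0.10 to -0.071 with a library left out. The ER unfolded protein response panel passed the mixed fry test (adjusted p = 0.0010) but stayed far from the threshold in the directional tests. It changed sign when libraries were centred on the median (-2.7e-05). With a library left out it ranged from -0.0031 to 0.024 (-0.0031 without thymol replicate 4 and -0.0008 without thymol replicate 5). The autophagy panel ranged from 0.0063 to 0.029 in those fits. The self-contained tests of autophagy and mitophagy gave 0 of 2 panels past the threshold under all alternatives that were run, in the directional and the mixed form.

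Differences close to 0 also changed sign for panels that passed no threshold. The mitophagy panel was -0.010 with median centring, -0.014 with genes in 1 panel only and -0.0027 in the even-numbered libraries. The NRF2 panel was -0.047 in the even-numbered libraries and 0.070 in the odd-numbered ones. With a library left out, mitophagy ranged from -0.018 to 0.017, NRF2 from -0.015 to 0.036 and the mitochondrial unfolded protein response from -9.7e-05 to 0.027. Over the other single genes and panels, 24 values under the alternatives that kept all libraries or split them by number, and 39 with a library left out, lost their call. With all libraries kept, *Clec7a*, *Ctsd*, *Psap*, *Cebpd*, *Col1a1*, *Tgfbi*, *Fads1* and *Slc16a3* lost their call under 1 alternative each. So did *Asf1b*, *Atf3*, *Pcna* and *Serp1*.

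Voom on the recovered reads passed 238 genes, of which 226 were shared with the original 238. With the odd or even library number as a term, 277 genes differing between thymol and DMSO were found. In the odd-numbered libraries alone, 70 genes passed (21 higher, 49 lower), and in the even-numbered ones 167. Fewer samples lower the count in both, and the cause of the difference between them was not tested. The autophagy panel was -0.0098 in the odd-numbered libraries and 0.047 in the even-numbered ones. In the even-numbered libraries the IL-6 panel was -0.041 and no longer passed.

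In the lowest of the 4 bins of mean expression 19 genes passed, against 139 in the highest, and the spread between libraries was larger in that lowest bin. How much of that spread was counting noise was not tested. Thinning every library to the lowest total left 236 genes, so the differences in depth between libraries did not limit the count.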

Other observations

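The tests on chance splits of single directions and gene sets, on GC content, length, depth and labels, and on LXR target genes were written before their results were seen. The tests on the most abundant genes, library order, cell type markers, thinning within DMSO and the split of all genes were chosen after their patterns had been seen.

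Several technical explanations of the thymol result were tested, but not the position of the libraries in the order of their names. Of 100 splits of the 12 libraries into 6 and 6, drawn from 462 and including the real one, 1 gave as many genes past the threshold as the real split, which was the real split itself. The highest count among the 99 others was 85. The same held for the genes higher, the genes lower, the panels and the Reactome sets, with 1 of 100 splits each. The margin was narrow for gene sets, where other splits reached 9 panels against 11 and 99 Reactome sets against 105, but many of those splits put more thymol libraries on one side and so carry part of the treatment difference. Among the splits drawn, 44 had 3 thymol libraries on each side. Of these 44, 14 passed at least 1 panel, with a highest count of 5, and 5 passed at least 1 Reactome set, with a highest count of 5. Camera with the preset correlation thus passed some panels in splits balanced for treatment. Removing each library's trend with the GC content of the last 300 bases of transcripts left 246 genes and 11 panels, and removing its trend with transcript length left 238 genes, 234 of them shared with the original, and 11 panels. The log2 fold change had a correlation of -0.011 with GC content across genes, which are not independent replicates. Leaving the 10 most abundant genes out of each total shifted the fold changes by a median of 0.00092. With thinning to equal depth 236 genes passed, 221 of them shared. These values argue against GC content, length, depth and a few abundant genes as the cause.

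Odd- and even-numbered DMSO libraries differed. Between DMSO replicates 1, 3 and 5 and DMSO replicates 2, 4 and 6, 53 genes passed the threshold, and in the thymol group 0 passed, with 368 at an unadjusted p-value under 0.05. The labels list odd numbers before even ones within each group, but give no batch. The library names also place all thymol libraries before all DMSO libraries. An effect of position in that order would follow the treatment and was not tested. Of the 10 splits of the 6 DMSO libraries into 3 and 3, 1 gave as many genes, the odd and even split, and the next highest gave 1 gene. With 10 splits the share cannot go below 0.1, so chance cannot be told apart from a batch by this count. After the GC correction 62 genes differed, and after thinning to equal depth 59, which argues against both as the cause. Whether the 2 groups differ in this respect was not tested. A batch in culture or library preparation may be the source, and no biological explanation was tested. The odd and even numbers cross the treatment, and with the odd or even number as a term 277 genes passed. This argues against a shift shared by both groups as the cause of the thymol result. The term assumes the same shift in both groups, so it cannot remove a difference present in DMSO alone. The log2 fold changes of the odd- and even-numbered libraries had a correlation of 0.21 across all genes, and all 238 genes, which were selected on the same libraries, had the same sign in both.

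Macrophage transcripts were abundant in these fibroblast cultures. Of 30 listed macrophage markers, 2 of which a panel also holds and 0 another cell type's list, 29 were in the table, with a median of 7.90 log2 CPM, against 8.13 for 20 of 22 fibroblast markers and 5.02 for all genes. *Lyz2* reached 13.6 and *C1qa* 10.5 log2 CPM. Of the other lists, 1 of 11 neutrophil, 0 of 11 lymphocyte, 2 of 10 endothelial, 1 of 9 keratinocyte, 2 of 8 adipocyte and 2 of 10 skeletal muscle markers were in the table. Macrophages in the cultures are a candidate source. Expression of these genes by the fibroblasts themselves stays open, since bulk libraries do not separate cells. Carry-over from unrelated libraries would not follow the treatment, unless it followed the order of the library names. Of the 29 markers, 7 (24.1%) passed the threshold between thymol and DMSO, against 2.22% of all genes. A two-sided Fisher's exact test gave p = 2.5e-06, with genes taken as independent, which they are not. Abundant genes passed more often, with 139 of 2674 past the threshold in the highest of the 4 bins of mean expression. The 29 markers were not compared with genes of matched level, so the contrast with all genes is overstated. The 7 markers past the threshold went both ways: 4 were higher, among them *Clec7a* (0.57) and *Ctss* (0.26), and 3 were lower, among them *Cd14* (-0.78) and *Itgam* (-0.31). *Ctss* and *Itgam* were chosen after their values were seen.

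A change in the mix of cells was tested as the cause of the inflammatory and matrix results. The macrophage markers had a mean difference of -0.014 (95% interval by inverting the exact permutation test, -0.065 to 0.041), which excludes the -0.24 of the NF-κB panel. The markers went both ways, but 20 of the 29 had 95% limma intervals wholly above -0.24, and 1 had an interval below it. A shared fall of the macrophage markers thus does not account for the lower inflammatory genes as a whole. The marker differences spread about their common shift (exact permutation p = 0.00216, the smallest possible). Opposite changes of single markers could therefore hide a change in the share of macrophages. A lower share as part of the cause and a change of state within these cells stay open. A lower share of fibroblasts would move the markers of these cells alike. The differences of the 20 fibroblast markers spread about their common shift by more than under any other split of the libraries (exact permutation p = 0.00216, the smallest possible), from *Col3a1* at -0.54 to *Pdgfra* at 0.33, the latter chosen after its value was seen. This argues against a lower share as the whole cause of the matrix result, and a lower share as part of it stays open. The 4 fibroblast markers outside the matrix panel had a mean difference of 0.043 (interval -0.015 to 0.099), but they went both ways and decide little: besides *Pdgfra*, *Pdgfrb* changed by 0.0021, *Serpinf1* by -0.033 and *Thy1* by -0.13, the last close to the -0.12 of the panel. The macrophage minus fibroblast marker mean was -0.17 ± 0.060 with thymol and -0.29 ± 0.062 with DMSO (SD, n = 6 each, exact permutation p = 0.013). Matrix genes made up 16 of the 20 fibroblast markers. With this balance as a term in the model, 66 of the 238 genes kept their call, which argues against a shift in the balance as their cause. The other 172 lost it, which a term that differs between the groups brings about in part by itself. The 95% intervals of the marker means ran from -0.065 to 0.041 for macrophages and from -0.19 to -0.069 for fibroblasts. The largest shift they allow is 0.19 in size, the downward fibroblast limit, and neither interval goes above 0.041. Of the 172 genes, 85 changed by more than 0.19, beyond their 95% limma intervals. This argues against a shift of that size between these cell types as their whole cause. Members of both marker lists went both ways, so the means limit a shared shift of the markers and not the cell shares themselves. For the remaining 87, whose intervals reach 0.19 in size, this limit cannot tell such a shift apart from a direct effect. The narrower upward limit of 0.041 was not applied to those that rose.

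The lower sterol panel raised the hypothesis that the cells sensed an excess of sterol, which would also raise the targets of the sterol receptor LXR. The list of LXR targets was written by hand after the sterol result, but before the values of its genes were seen. The 11 measured LXR target genes had a mean difference of 0.025 (interval -0.055 to 0.11, exact permutation p = 0.52). Single members went both ways: *Abcg1* changed by 0.74 (adjusted p = 0.054), *Apoe* by 0.17 (adjusted p = 0.011) and *Abca1* by -0.34 (adjusted p = 0.0080), all chosen after their values were seen. A mean near 0 over such members leaves the hypothesis undecided. GC content may be set aside, since the sterol panel differed by -0.38 after its correction.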
